A study of Mus musculus with 8 samples. Its data were reported in "DDX5 plays essential transcriptional and post-transcriptional roles in the maintenance and function of spermatogonia" (2019).

How the data were processed

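Poly(A)-selected RNA of 8 cultures was sequenced, 4 VEH and 4 TMX, from 4 lines of mouse undifferentiated spermatogonia with a conditional Ddx5 allele. According to the study's methods, cells were sorted by flow cytometry after treatment, stranded paired-end libraries were made and reads were counted per gene with strand taken into account. The submitters' processing notes name Trimmomatic 0.36 for trimming, STAR for alignment, featureCounts for counting, limma, and the mouse genome build GRCm38. The authors deposited 1 table of 13497 genes with the raw count of each gene in each library. The table also holds CPM that the authors computed, and these equal the deposited count divided by the column total to within 0.0005. Beside these stand the log2 fold change, average log2 expression, p-value and FDR of the authors' own comparison. The deposited genes had been filtered before deposit, since all 13497 had over 5 counts and at least 2 CPM in at least 4 libraries. Genes below that filter were not analysed here, so library totals are sums over the genes in the table. A gene low in either group is in the table only if the other group brought it over the minimum. This can favour changes in either direction among genes of low expression. A spreadsheet had turned 18 gene symbols into dates. These genes stayed in the library totals and tests but were not named.

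Group and replicate number were taken from the sample titles. Replicate numbers 1 to 4 stand for lines 1020, 1283, 1285 and 1286. The labels give separate cell lines, so replicates were taken as biological. Libraries of the same group were compared before averaging, and every pair differed far beyond sampling noise (chi-square per degree of freedom from 30.0 to 68.8 over 13496 or 13495 degrees of freedom). Library totals ranged from 25520150 to 37277919 counts, so counting error was small for most genes and the spread between lines set the precision.

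Counts were analysed in R 4.3.3 with limma 3.58.1 and edgeR 4.0.16. TMM factors ranged from 0.972 to 1.028. Voom weights were computed and TMX was compared with VEH by limma's moderated test, two-sided, with the group as the sole term, as the study's methods give no other term. P-values were adjusted by the Benjamini-Hochberg method over 13497 genes and called at 0.05. Log2 fold changes are given with their SE, and CPM as mean ± SD. The 23 gene lists were fixed before the data were examined, at a time when the study's text and part of a supplementary result table had been read. Of the lists, the one of genes named in the study was taken from that text. Other lists share members with it, among them those of p53 targets, G2 and mitosis, homologous recombination and the MAPK and GDNF response. The study named those shared members on these same libraries, so they are not independent evidence. The lists were tested with camera at a preset correlation of 0.01, two-sided, adjusted over the 23 lists, and again with an estimated correlation, with which 0 of the 7 calls held. They were also tested with fry, which asks whether the genes of a list move one way on balance and does not compare them with other genes. Members called were counted over all genes and adjusted over the list alone.

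Named genes followed a rule fixed before the data were examined. It takes Ddx5 and Ddx17, the 10 largest rises and 10 largest falls among called genes with a mean of at least 5 CPM and the same direction in all 4 lines, up to 4 called members of each list with the largest change and the same direction in all lines, the 2 most abundant members where a list has none, and all genes of the list taken from the study. It gave 128 genes, of which 50 rose, 56 fell and 22 were not called.

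The replicate numbers pair the libraries, since each number is 1 cell line grown with and without 4-hydroxytamoxifen. The deviations of VEH and TMX libraries of the same line from their group means correlated at 0.75, 0.549, 0.737 and 0.692 over genes, against at most -0.023 with a TMX library of another line. The first principal component (43.2% of the variance) separated TMX from VEH. A fit with the line as a block was therefore made beside the fit without it. The log2 fold changes in the deposited comparison equal those of the blocked fit (largest difference 4.3e-14) and differ by up to 0.942 from the fit without the block. Other alternatives were edgeR's quasi-likelihood test with and without that block, DESeq2 1.42.0, library-size scaling, DESeq2 size factors, a minimum of 10 CPM in at least 4 libraries, sample quality weights, an FDR of 0.01, omission of each library, omission of both libraries of each line, and, chosen after the data were seen, omission of TMX replicates 1 and 4, in which fibroblast markers were highest. Ratios within a line were taken on CPM plus 0.5. Gene positions, transcript lengths and GC content came from GENCODE annotation of GRCm38, in which 13238 of the symbols (98.1%) matched exactly 1 gene.

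Each test was tried on simulated counts with the libraries' own sizes, means per line and dispersions, in which 200 of 13497 genes were changed, over 5 simulations of TMX against VEH. Limma-voom without the block recovered 57.0% of genes changed 2-fold and 4.8% of those changed by 0.5 on the log2 scale, with 0 false calls among 309. With the block it recovered 95.6% and 57.8%, and 64 of 831 calls (7.7%) were false, above the 5% aimed at. DESeq2 without the block recovered 76.4% and 25.4% with 0 false calls. On the first of these simulations camera called 0 of 23 unshifted lists, and a list shifted by 0.5 on the log2 scale had an adjusted p of 4.64e-121. Noise was drawn independently for each gene, so this check does not cover correlation between genes, on which the camera calls in the real libraries depended. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.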

Results

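RNA was sequenced from cultured mouse undifferentiated spermatogonia, the mitotic germ cells of the testis that hold its stem cells. Separate cultures were compared with and without loss of Ddx5, a DEAD-box RNA helicase. The cells carried a conditional Ddx5 allele and a Cre recombinase that acts in the presence of tamoxifen. Cultures of 4 separate cell lines (1020, 1283, 1285 and 1286, replicates 1 to 4) were each treated for 4 days with 4-hydroxytamoxifen (TMX) or with vehicle (VEH), which gave 4 TMX and 4 VEH libraries. Gene counts summed to 27873203, 31058634, 37277919 and 35525577 in the VEH libraries of replicates 1 to 4, and to 28967839, 26703411, 29900341 and 25520150 in the TMX libraries. At this depth 13497 genes had over 5 counts and at least 2 CPM (counts scaled to the library total) in at least 4 libraries. The question put to the libraries is which transcripts change in abundance when spermatogonia lose Ddx5. All p-values rest on 4 lines per group. The 8 libraries hold no cells without the conditional allele given 4-hydroxytamoxifen, so TMX against VEH holds the effects of the drug and of Cre as well as those of the deletion. The study reports that most TMX cells were lost and that RNA came from those that remained. The comparison therefore also holds any difference between surviving and lost cells.

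Ddx5 itself fell in each of the 4 lines. It lies on chromosome 11 of GRCm38, from 106780355 to 106789185 on the minus strand, and is annotated as protein coding. Its CPM in the VEH libraries of replicates 1 to 4 were 1097, 978, 1006 and 962, and in the TMX libraries 522, 441, 471 and 508. The means were 1011 ± 60.4 in VEH and 485 ± 36.7 in TMX (SD, n = 4 each), a log2 change of -1.09 ± 0.08 (SE; limma-voom, adjusted p = 0.000106), with a 95% interval from -1.27 to -0.92. Every TMX library lay below every VEH library. Reads from the parts of the gene outside the deleted exons count towards these totals, so the remaining level is not the share of cells that kept the gene. Ddx17, the closest paralog of Ddx5 (chromosome 15, 79527736 to 79546741, minus strand), rose in all 4 lines, from 245 ± 32.0 to 402 ± 69.9 CPM (log2 change 0.68 ± 0.13, adjusted p = 0.00557, limma-voom). Reads in stretches that both paralogs share cannot be assigned with certainty, which limits both values. The study also saw the rise of Ddx17 in these libraries but did not reproduce it by RT-qPCR. It found no change of DDX17 protein in these cells.

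**Figure D1:**
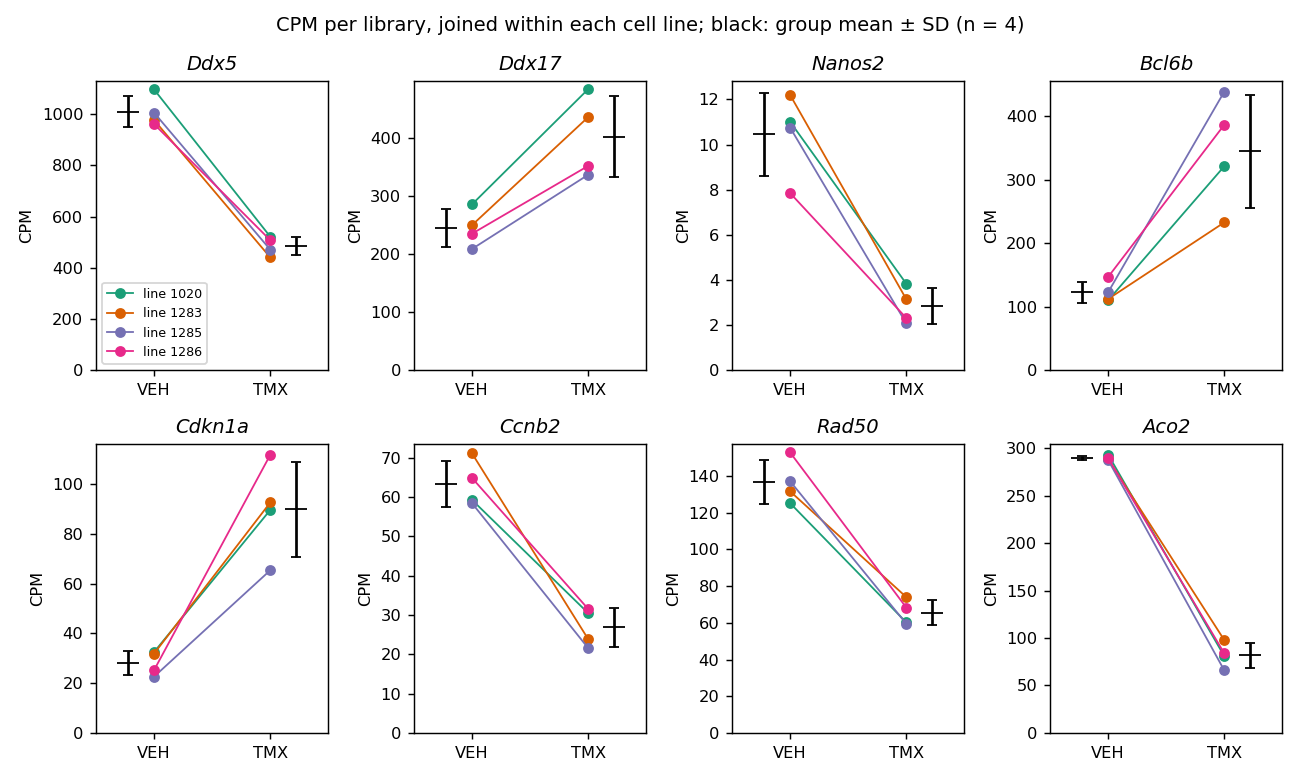
CPM of 8 genes (vertical axes, linear from 0) in the VEH and TMX libraries, with each cell line drawn as a coloured line and the group mean ± SD in black (n = 4). Ddx5, Nanos2, Ccnb2, Rad50 and Aco2 were lower and Ddx17, Bcl6b and Cdkn1a higher in TMX in each of the 4 lines.

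Across the transcriptome 1763 genes rose and 1970 fell in TMX (limma-voom, adjusted p under 0.05), out of 13497 tested. Among them 646 rose and 231 fell at least 2-fold. The 10 largest rises among genes with a mean of at least 5 CPM and the same direction in all lines began from low levels. They were Ifitm10 (0.505 ± 0.0778 to 11.2 ± 2.58 CPM, log2 change 4.39), Uts2r, the urotensin receptor (4.04), Ccin, the sperm head protein calicin (3.03), Crmp1, a collapsin response mediator of neurons (2.97), the cell adhesion gene Hepacam (2.80), the lysozyme gene Lyz2 (2.61), the AP-1 subunit gene Junb (2.55), the glycerol-3-phosphate dehydrogenase gene Gpd1 (2.48), the Notch ligand gene Dll4 (2.44) and the heparan sulfate sulfotransferase gene Hs3st3b1 (2.38). Their adjusted p ran from 0.000108 for Ifitm10 to 0.0132 for Lyz2. With TMX replicates 1 and 4 left out, Crmp1, Hepacam, Hs3st3b1, Ccin and Junb rose less (2.01, 2.18, 1.90, 2.84 and 2.35). Lyz2 was then not called (2.27, limma-voom adjusted p = 0.0629), while Ifitm10, Uts2r, Gpd1 and Dll4 rose more. The 10 largest falls were Ankrd37 (-2.47), Cadps2 (-2.20), the transcription factor genes Zic1 (-2.10) and Atoh8 (-1.94), Nanos2, which encodes an RNA-binding protein of spermatogonial stem cells (-1.92), Tbc1d8 (-1.90), Fgd5 (-1.89), Aco2 (-1.87), Pik3r6 (-1.84) and Usf3 (-1.84). Of these Aco2, the mitochondrial aconitase of the citric acid cycle, was the most abundant and fell from 290 ± 2.47 to 82.0 ± 13.1 CPM (adjusted p = 3.15e-05), while Ankrd37 and Zic1 had the largest adjusted p of these 10 (0.0185 and 0.0197, limma-voom).

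**Figure D2:**
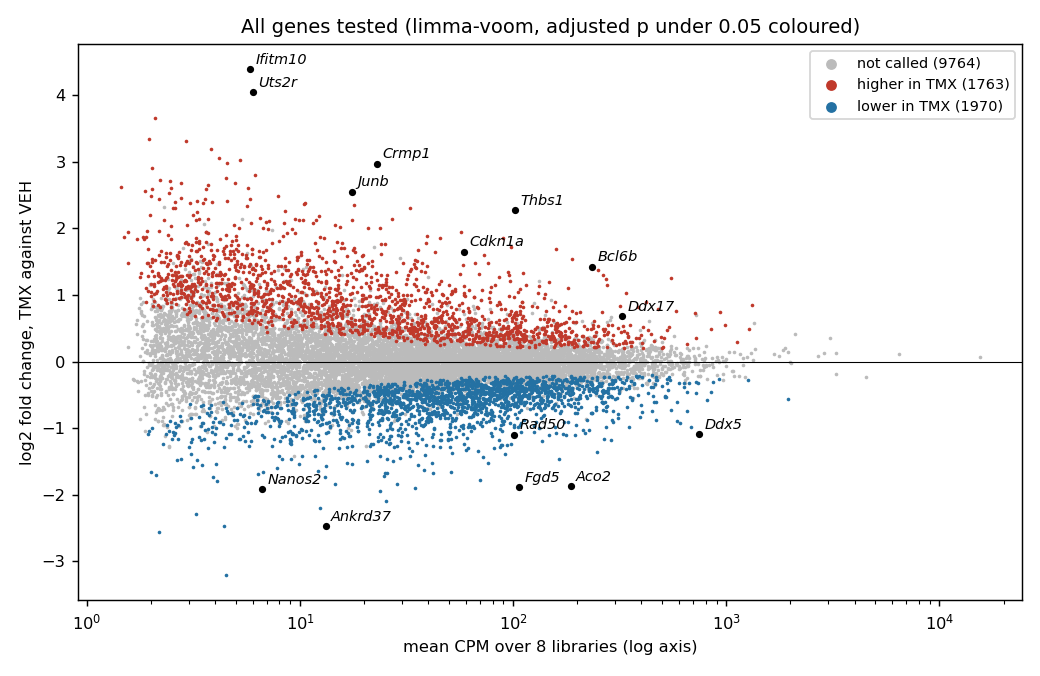
Each point is 1 of the 13497 genes tested, with its mean CPM over the 8 libraries (horizontal, log axis) and its log2 fold change in TMX against VEH (vertical). Red points are the 1763 genes that rose, blue points the 1970 that fell and grey points those with an adjusted p of 0.05 or more; named genes are black.

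These counts depend on whether the cell line enters the model. The fit above leaves the line out and so does not use the pairing of the libraries. The deposited comparison of the study matches the fit with the line. With the line as a block, limma-voom called 3471 genes higher and 3452 lower in TMX, and these included all 3733 genes called without it. Without both libraries of line 1286 the unblocked counts were 699 and 829, without those of line 1020 they were 1019 and 1252, and without those of line 1285 they were 1107 and 1126.

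Markers of undifferentiated spermatogonia moved in both directions. Of 40 measured, 5 rose, 9 fell and 26 did not pass the test over all genes, while 7 rose and 12 fell adjusted over the list alone, and 10 and 17 with the line as a block. Nanos2 fell from 10.5 ± 1.85 to 2.84 ± 0.805 CPM. Nanos3, a relative with a role in the same cells, fell by 1.17 on the log2 scale (adjusted p = 0.0124), Sohlh1, a transcription factor of spermatogonial differentiation, by 0.82 (adjusted p = 0.000892), Tsc22d3, the GILZ gene, by 0.88 (adjusted p = 0.000524) and Upp1 by 1.28 (adjusted p = 0.00716). In the same cultures Bcl6b, a transcriptional target of the growth factor GDNF, rose from 123 ± 16.8 to 345 ± 88.9 CPM (log2 change 1.42, adjusted p = 0.000933), and the surface marker gene Thy1 rose by 1.15 (adjusted p = 0.0165). T, which encodes brachyury, rose by 2.36 (adjusted p = 0.0312), but its level in the TMX library of line 1283 was 3.97 CPM against 3.28 in VEH, where the other TMX libraries held 16.3 to 28.0 CPM. The call for T was lost without TMX replicate 3 or 4 or any single VEH library, with an adjusted p of up to 0.129 over all omissions, and it held with the line as a block (adjusted p = 0.000459). Zbtb16, which encodes PLZF, had a log2 change of -0.55 (adjusted p = 0.0621; 0.00654 with the line as a block), Gfra1, a receptor for GDNF, one of -0.41 (0.0563; 0.00226 blocked) and Lhx1 one of 1.05 (0.0513; 0.00677 blocked). Sall4 (-0.31, adjusted p = 0.347), Pou5f1 (0.19, 0.629) and Dazl (-0.06, 0.528) passed neither limma-voom fit. The list was not called by camera (adjusted p = 0.307).

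Of 14 differentiation markers 3 rose and 1 fell, against 6 and 3 adjusted over the list alone and 6 and 5 with the line as a block. Dmrtb1 rose by 1.32, Rhox13 by 0.48 and the retinoic acid receptor gene Rara by 0.41, while the DNA methyltransferase gene Dnmt3b fell by 0.66 (limma-voom, adjusted p = 0.0298, 0.0187, 0.00816 and 0.00449). Kit, the receptor that marks differentiating spermatogonia, and Rarg had log2 changes of 0.61 and 0.58 with adjusted p of 0.0725 and 0.0562, which became 0.00595 and 0.000313 with the line as a block. Of 36 meiosis genes 3 rose and 10 fell, with the same counts adjusted over the list alone and 6 and 15 with the block. Those that fell included Mei1 (-1.09), Tex15 (-0.98, from 897 ± 120 to 474 ± 134 CPM), the piRNA pathway gene Tdrd9 (-0.95) and the meiotic cohesin gene Stag3 (-0.74), with limma-voom adjusted p of 0.00255, 0.00514, 0.0272 and 0.00572. Sycp3 (103 to 83.4 CPM) and Rec8 (21.2 to 12.2 CPM) passed only with the line as a block (adjusted p = 0.0721 and 0.108 without it, 0.0175 and 0.0109 with it). Only 4 of 22 spermatid genes were measured, of which 1 rose, also adjusted over the list alone (Crem, a transcription factor of the cAMP pathway, by 1.08, adjusted p = 0.0250). None of these lists was called by camera (adjusted p = 0.598, 0.105 and 0.299).

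Many targets of the tumour suppressor p53 rose. Of 43 measured 20 rose and 0 fell, against 23 and 0 adjusted over the list alone and 27 and 0 with the line as a block, and the median log2 change was 0.49 (camera, adjusted p = 1.3e-05; adjusted p = 0.483 with an estimated correlation). Bbc3, the BH3-only death gene Puma, rose from 4.59 ± 2.34 to 19.2 ± 4.66 CPM (log2 change 2.12, limma-voom adjusted p = 0.00148), as did the cyclin-dependent kinase inhibitor gene Cdkn1a (28.0 ± 4.90 to 89.8 ± 19.0 CPM, log2 change 1.65, adjusted p = 0.000475), Perp (1.65) and Ak1 (1.32). Pmaip1, the death gene Noxa, rose by 1.04 (adjusted p = 0.0382), Gadd45b by 0.90 and Trp53 itself by 0.54 (adjusted p = 0.0103 and 0.00813). Bax had a log2 change of 0.32 that passed only with the line as a block (adjusted p = 0.170 without it and 0.00287 with it). Among 26 genes of the BCL2 family and caspases 3 rose and 1 fell, against 2 and 1 adjusted over the list alone and 7 and 3 with the block, and the list was not called (camera, adjusted p = 0.307). The 3 were Bbc3, Pmaip1 and a further BH3-only gene, Hrk (1.30), and Bmf fell by 0.88.

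Cell cycle genes were listed by phase. Of 33 genes of G1 and its control 8 rose and 8 fell, against 9 and 11 adjusted over the list alone (camera, adjusted p = 0.597). The cyclin genes Ccnd2 and Ccnd1 rose, from 314 ± 73.4 to 782 ± 230 and from 51.8 ± 10.5 to 104 ± 42.4 CPM (log2 changes 1.26 and 0.90, limma-voom adjusted p = 0.00377 and 0.0342), and Myc rose by 1.80 from a low level, while Cdk6 fell by 1.03. These are RNA levels, and the study found less CCND1 and CCND2 protein after Ddx5 loss. The call for Ccnd1 was lost without TMX replicate 1 or 4 or any single VEH library, with an adjusted p of up to 0.116 over all omissions. With all libraries it held with the line as a block (limma-voom, adjusted p = 0.000268). Of 44 replication genes 3 rose and 12 fell, also adjusted over the list alone (camera, adjusted p = 0.172). They included the DNA polymerase gene Pole (-0.91), Rfc2 (-0.55), the thymidine kinase gene Tk1 (-0.51) and Gins3 (-0.48). Of 43 genes of G2 and mitosis 0 rose and 11 fell, also adjusted over the list alone, and 2 and 21 did with the line as a block, with a median log2 change of -0.17 (camera, adjusted p = 0.000462; adjusted p = 0.614 with an estimated correlation). The phosphatase genes Cdc25b (-1.41) and Cdc25c (-0.79) fell, as did Pkmyt1 (-0.82) and the cyclin gene Ccnb2, from 63.4 ± 5.86 to 26.8 ± 4.90 CPM (-1.29, limma-voom adjusted p = 0.000371). Ccna2 had a log2 change of -0.21, with an adjusted p of 0.0962, or 0.0128 with the line as a block.

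Of 37 measured genes of homologous recombination and crosslink repair 0 rose and 13 fell, against 1 and 13 adjusted over the list alone and 2 and 18 with the line as a block, with a median log2 change of -0.18 (camera, adjusted p = 0.000872; adjusted p = 0.269 with an estimated correlation). Rad50 and Mre11a, partners in the complex that senses double-strand breaks, fell from 137 ± 11.8 to 65.5 ± 6.94 CPM and from 96.5 ± 9.91 to 57.8 ± 9.09 CPM (log2 changes -1.10 and -0.77, limma-voom adjusted p = 0.000229 and 0.00221). Fancd2 (-0.99) and the RAD51 paralog gene Rad51c (-0.89) fell too (adjusted p = 0.000955 and 0.000327). Rad18 had a log2 change of -0.18 (adjusted p = 0.283, or 0.0297 with the line as a block).

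Genes of RNA metabolism moved in both directions. Of 60 spliceosome and splicing genes 5 rose and 13 fell, against 5 and 14 adjusted over the list alone and 9 and 19 with the block (camera, adjusted p = 0.188). The hnRNP genes Hnrnph1 (-0.91), Hnrnph3 (-0.78) and Hnrnpdl (-0.77) and the splicing factor gene Tra2a (-0.52) fell. Of 37 other DEAD-box helicases 3 rose and 5 fell, against 2 and 4 adjusted over the list alone and 7 and 12 with the block (camera, adjusted p = 0.597), and besides Ddx17 these included Ddx58, the RNA sensor RIG-I (1.90), Ddx3y (-0.72) and Eif4a2 (-0.65). Of 40 genes of mRNA stability and export 5 rose and 7 fell, also adjusted over the list alone, and 10 and 13 with the block (camera, adjusted p = 0.597). The decay factor gene Zfp36 (1.17), the export complex gene Thoc2 (0.65) and Igf2bp1 (0.54) rose, and Ilf3, which encodes a double-stranded RNA-binding protein, fell from 340 ± 21.0 to 241 ± 5.54 CPM (-0.53, limma-voom adjusted p = 0.000909). Of 41 ribosome biogenesis genes 4 rose and 3 fell, against 1 and 1 adjusted over the list alone and 15 and 8 with the block (camera, adjusted p = 0.307), among them Gar1 (0.35), Nolc1 (0.29), Nat10 (-0.69) and Rrp1b (-0.37).

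The list with the smallest camera p was that of immediate-early and feedback genes of MAPK and GDNF signalling. Of 29 measured 22 rose and 0 fell, against 26 and 0 adjusted over the list alone and with the line as a block, with a median log2 change of 1.05 (camera, adjusted p = 6.1e-11; adjusted p = 0.269 with an estimated correlation). In this list Ccnd1 (124, 67.9, 68.8 and 154 CPM in TMX replicates 1 to 4) and Myc (6.39, 3.00, 3.61 and 7.52) were highest in replicates 1 and 4, as fibroblast markers were. Junb rose from 5.21 ± 1.85 to 29.8 ± 6.06 CPM (log2 change 2.55, limma-voom adjusted p = 0.000327), Myc by 1.80 and the feedback inhibitor gene Spred3 by 1.81 (adjusted p = 0.00726 and 0.000773). Of 32 genes of the integrated stress and unfolded protein responses 9 rose and 2 fell, also adjusted over the list alone, and 15 and 6 with the block (camera, adjusted p = 0.0580), with Chac1 (1.35), Atf3 (1.32) and Nupr1 (1.00) up and the proline synthesis gene Aldh18a1 (76.5 to 39.2 CPM) down. Of 23 interferon response genes 5 rose and 4 fell, also adjusted over the list alone, and 11 and 4 with the block (camera, adjusted p = 0.146). Ddx58, Cxcl10 (1.47) and Rsad2 (1.37) rose from under 4 CPM, and Oasl2 fell by 1.38.

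Of 32 glycolysis and hypoxia genes 0 rose and 10 fell, against 0 and 11 adjusted over the list alone and 1 and 17 with the line as a block, with a median log2 change of -0.32 (camera, adjusted p = 0.000641; adjusted p = 0.614 with an estimated correlation). The median log2 ratio of TMX to VEH in lines 1020, 1283, 1285 and 1286 was -0.54, -0.001, -0.28 and -0.45. The phosphofructokinase gene Pfkl fell from 40.7 ± 18.2 to 13.7 ± 1.69 CPM (-1.49, limma-voom adjusted p = 0.0137), and the hypoxia-responsive genes Egln3 (-1.14), P4ha1 (-1.10) and Ndrg1 (-0.98) fell with it. Of 24 cholesterol synthesis genes 0 rose and 4 fell, against 0 and 3 adjusted over the list alone and 2 and 6 with the block (camera, adjusted p = 0.307), namely Mvk (-0.84), Pmvk (-0.77), Acat2 (-0.40) and Msmo1 (-0.29). Of 43 lysosome and autophagy genes 6 rose and 5 fell, against 5 and 5 adjusted over the list alone and 17 and 10 with the block (camera, adjusted p = 0.566). Tfeb, a transcription factor of lysosome genes, rose by 0.75 and Grn by 0.62, and Atg9a and Becn1, which act in autophagy, fell by 0.63 and 0.54. Changes of Hexa (-0.17), Tmem55b (0.18) and Atp6v1h (0.21) passed only with the line as a block (limma-voom adjusted p = 0.239, 0.145 and 0.138 without it, 0.0464, 0.0372 and 0.0328 with it), and those of Lamp1 (-0.08) and Gns (0.00) in neither fit.

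Some markers of other cell types also rose in TMX. Of 27 measured markers of fibroblasts, the cell type on which these cultures grow as an inactivated feeder layer, 8 rose and 0 fell, also adjusted over the list alone, and 20 and 1 with the line as a block, with a median log2 change of 0.82 (camera, adjusted p = 0.000462; adjusted p = 0.65 with an estimated correlation). Thbs1 rose from 32.0 ± 7.29 to 172 ± 86.0 CPM (2.28, limma-voom adjusted p = 0.00214) and Vim, Ctgf and Cyr61 by 1.33, 1.65 and 1.49. All 4 were highest in TMX replicates 1 and 4 (Thbs1 214 and 273 CPM, against 99.2 and 101 in TMX replicates 2 and 3), and with these 2 libraries left out, a choice made after the data were seen, the list was not called (camera, adjusted p = 0.172). The median log2 ratio of TMX to VEH in lines 1020, 1283, 1285 and 1286 was 1.15, 0.40, 0.59 and 1.03 for fibroblast markers. By size, the fall of the glycolysis and hypoxia genes ranked the lines in the same order. The cells had been sorted for the epithelial surface protein EpCAM, which fibroblasts lack, before RNA extraction. Of 12 measured markers of testis somatic cells 6 rose and 0 fell, also adjusted over the list alone, and 8 and 0 with the line as a block, with a median of 0.79 (camera, adjusted p = 0.0269; adjusted p = 0.269 with an estimated correlation). With a minimum of 10 CPM in at least 4 libraries this list was not called (camera, adjusted p = 0.273). They included Dhh, a Sertoli cell ligand (2.60, from 1.04 ± 0.583 CPM), Lyz2, the endothelial receptor gene Kdr (1.33) and the macrophage gene Cd68 (1.20). Dhh was below 2 CPM in every VEH library (0.610, 1.74, 1.29 and 0.507). It met the minimum only through its TMX libraries, so for such a gene the filter favours a rise. The medians of the MAPK and GDNF response in these 4 lines were 1.37, 0.45, 0.87 and 1.18, and those of the p53 targets 0.54, 0.45, 0.58 and 0.58.

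**Figure D3:**
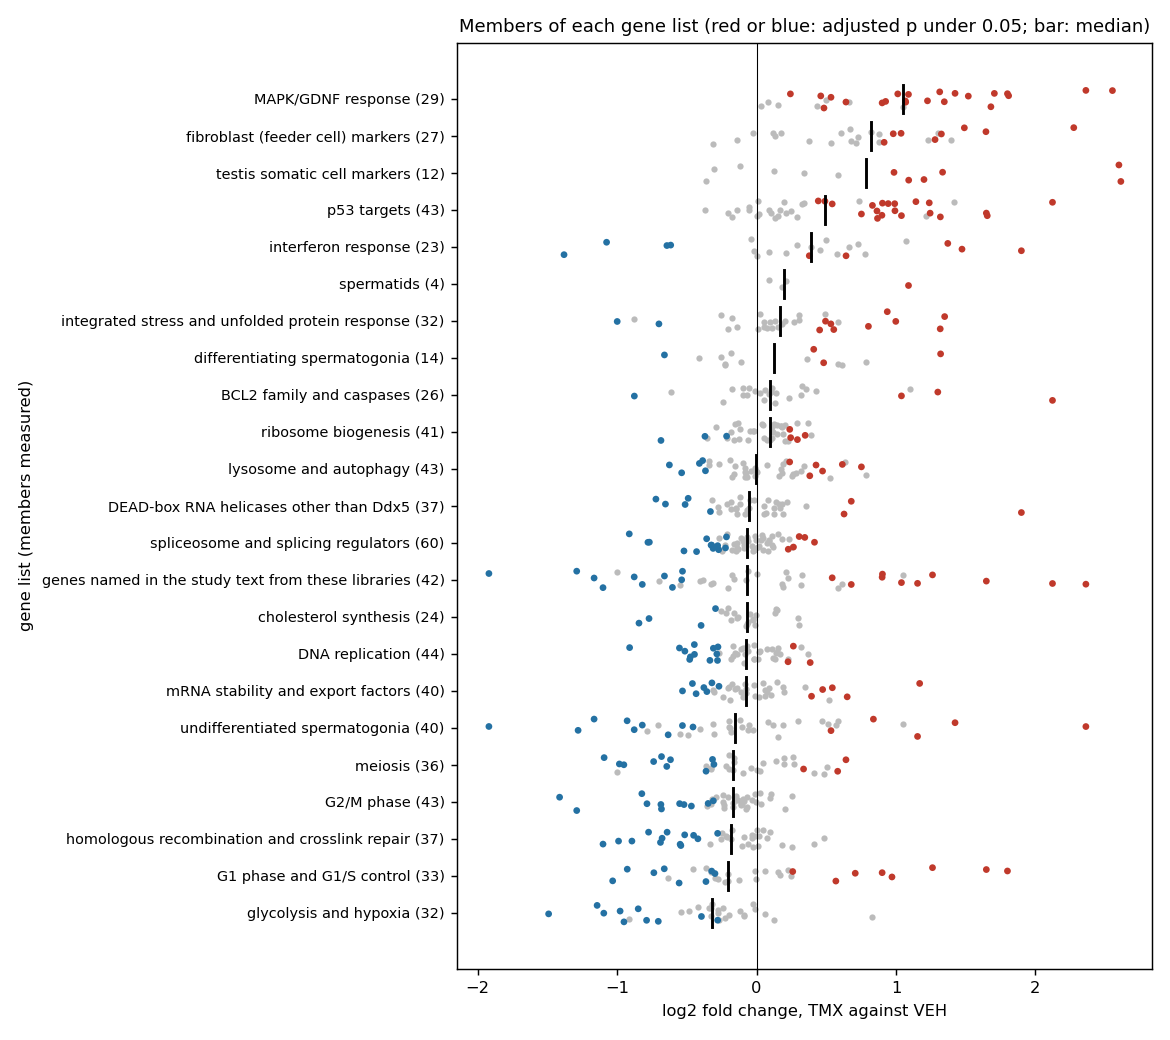
Log2 fold change in TMX against VEH (horizontal) of every measured member of the 23 gene lists (1 line each, number of members in brackets). Points in red or blue had an adjusted p under 0.05 and grey points did not; the black bar is the median, from 1.05 for the MAPK and GDNF response to -0.32 for glycolysis and hypoxia.

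The last list held 42 genes that the study names from these libraries. Of these 10 rose and 10 fell over all genes, 15 and 16 adjusted over the list alone, and 18 and 19 with the line as a block, which is not independent evidence because the study chose them on the same libraries (camera, adjusted p = 0.597). Some also stand in the lists above, such as Bbc3, Cdkn1a, Ccnb2 and Rad50, and are not independent evidence there either. Ehmt2, which encodes a histone methyltransferase, fell by 0.60 (limma-voom, adjusted p = 0.0120). Amdhd2 (-0.70), Arhgap12 (-0.38), 4933434E20Rik (0.22) and Zbtb25 (0.32) had adjusted p of 0.0930, 0.0576, 0.0506 and 0.0525, and of 0.000252, 0.00113, 0.00984 and 0.00891 with the line as a block. For this list the median (-0.07) and mean (0.06) differed in sign, as they did for G1 genes (-0.21 and 0.03, camera direction down) and lysosome genes (-0.004 and 0.06, camera direction up), and DEAD-box helicases had a median of -0.05 and a mean of 0.001. Of the lists not called by camera, the medians of 5 lay outside the central 95% of 10000 random lists matched on mean expression, at percentile 2.27 for undifferentiated spermatogonia, 2.17 for meiosis, 1.00 for G1 genes, 99.4 for the stress response and 99.6 for ribosome biogenesis. Over all named genes the block turned 17 results into calls and ended 0. Of the 106 named genes called, 82 kept the call without each single library, and 60 also without each line, while 46 lost it in some omission. All omissions used limma-voom without the block, and none was run with it. Omission of a single library also leaves its partner of the same line unpaired, so a lost call can reflect spread between lines. Without both libraries of line 1286, 41 lost the call, among them Trp53, Gadd45b and Nanos3, and without those of line 1020, 28 did, among them Thy1 and Ehmt2. With TMX replicates 1 and 4 left out 32 lost it. Those lost without a single library were T, Ccnd1, Acat2, Ankrd37, Cd68, Crem, Cyr61, Dmrtb1, Egln3, Gins3, Hnrnph3, Msmo1, Nolc1, Nupr1, Perp, Pmaip1, Pmvk, Rhox13, Rrp1b, Tdrd9, Tfeb, Tra2a, Vim and Zic1, with an adjusted p of at most 0.178 over all omissions (limma-voom).

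The 35 ways of dividing the 8 libraries 4 against 4 were also compared, the real one included. For the lists called by camera, a p as small as the real one came from 6 divisions for the p53 targets, 2 each for the MAPK and GDNF response and for homologous recombination, 11 for glycolysis and hypoxia, 14 each for G2 and mitosis and for fibroblast markers, and 1 for testis somatic markers. Most of these divisions in part set lines against each other. Over the 8 that part every pair, with the line as a block, as small a p came from 1 for the p53 targets and testis somatic markers, 2 for the MAPK and GDNF response and for homologous recombination, 3 for glycolysis and hypoxia, 4 for fibroblast markers and 5 for G2 and mitosis. The counts of single genes were not approached by any other division, of which the highest gave 4 genes in a direction. Every other division mixes TMX and VEH within a side, which adds their difference to the spread there. Few calls then follow in any case, so these counts do not decide about chance.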

Values the study reported

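The study reported 6934 genes as differentially expressed after Ddx5 loss in cultured spermatogonia, at a false discovery rate under 0.05. For genes with DDX5 bound at the promoter it gave small changes in expression in these libraries. Hexa was 1.12-fold lower, Tmem55b 1.13-fold higher and Atp6v1h 1.15-fold higher. The study did not reproduce these changes by RT-qPCR. Among promoters bound by both DDX5 and PLZF, it gave falls of 1.53-fold for Amdhd2, 1.44-fold for Ilf3 and 1.31-fold for Arhgap12, and rises of 1.16-fold for 4933434E20Rik and 1.24-fold for Zbtb25. By RT-qPCR it reproduced only those of Ilf3 and Amdhd2.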

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

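Among 262 groups of 4 libraries tested for the named genes, 7 held 1 library far from the other 3, fewer than the 13.1 that chance would give at 1 in 20. In the TMX group, Ccin was 5.69 CPM in replicate 2 against 10.3 to 10.7 in the others, and Rad51c was 26.2 CPM in replicate 2 against 28.9 to 29.1. In the VEH group, replicate 1 was highest for Rhox13 (19.8 CPM against 17.9 to 18.2) and Spred3 (4.02 against 3.18 to 3.28). VEH replicate 4 was lowest for Gins3 (35 CPM against 42.1 to 43.4) and Gar1 (56.0 against 63.9 to 64.6). Ctgf was 11.9 CPM in VEH replicate 2 against 6.65 to 7.28 in the others. Each of these genes was called between TMX and VEH by limma-voom, with the same direction in all 4 lines.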

How the results depend on the processing

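The alternatives described here were fixed before the data were examined, except the omission of TMX replicates 1 and 4. No result that the reported fit called changed direction in any setting, and none that an alternative called ran opposite to the reported fit. Sall4, not called as reported (-0.31), was called without TMX replicate 2 (-0.57, adjusted p = 0.0172) or both libraries of replicate 2 (-0.50, 0.044) and was 0.095 with TMX replicates 1 and 4 left out (not called). Ddx5 (log2 change from -1.17 to -1.04) and Ddx17 (0.58 to 0.76) were called in all 21 settings, with adjusted p of at most 0.00644 and 0.0299. With the replicate block, 3471 genes were higher and 3452 lower in TMX, against 1763 and 1970 without it, and edgeR's quasi-likelihood test with the block gave 3381 and 3444. The block removes the spread between lines, which the pairing check showed to be shared by both libraries of a line. It turned 17 named genes into calls, ended 0 of them, changed the call of 0 gene lists, and for genes named by the rule and gene lists changed no other call. Among genes named beyond the rule Kdm5d, Col5a1, Hspa1b, Hsph1, Col1a2 and Dcn also became calls (limma-voom, adjusted p = 0.0169, 0.0065, 0.0305, 0.0116, 5.58e-05 and 0.000535). Over all genes the block raised the calls from 3733 to 6923.

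At an FDR under 0.01, a stricter threshold by construction, 649 genes were higher and 874 lower. With at least 10 CPM in at least 4 libraries, which tested 10125 genes, 253 genes rose and 137 fell at least 2-fold. DESeq2, edgeR without the block, library-size scaling, DESeq2 size factors and quality weights gave counts within 1.5 times of those reported. Library-size scaling called 1940 genes higher and 1709 lower, 53.2% higher against 47.2% with TMM.

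With an estimated correlation camera called 0 lists: p53 targets had an adjusted p of 0.483, G2 and mitosis and glycolysis 0.614, homologous recombination, the MAPK and GDNF response and testis somatic markers 0.269, and fibroblast markers 0.65. Against the preset 0.01, the estimates were 0.765 for fibroblast markers, 0.305 for glycolysis and 0.277 for G2 and mitosis. They were 0.2 for the MAPK and GDNF response, 0.173 for p53 targets and 0.0423 for homologous recombination. A higher correlation makes camera stricter. For testis somatic markers the estimate was -0.0647, below the preset, and the cause of that loss was not tested. Fry, which asks a different question, called 12 lists, adding meiosis (0.0281), spermatids (0.0379), DNA replication and the integrated stress response (0.0122 each), splicing (0.0491) and the genes named in the study (0.0259), and not fibroblast markers (0.161). The stress response list was also called at 10 CPM (0.0301) and with quality weights (0.0465), and testis somatic markers were not called at 10 CPM (0.273); the cause was not tested.

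Without each library or line in turn, the genes higher numbered 699 to 1830 and those lower 829 to 1808, with 380 to 738 and 160 to 260 at least 2-fold. The lowest counts came without both libraries of line 1286; each such omission leaves 6 libraries, and why this line's gave the fewest was not tested. With TMX replicates 1 and 4 left out, 1074 genes were higher and 1103 lower, and fibroblast markers were not called (0.172); the cause was not tested. Lists called without each library or line numbered 7 or 8. Adjusted p ranged from 0.0219 to 0.121 for the stress response, 0.0409 to 0.303 for the interferon response and 0.0434 to 0.181 for meiosis. The stress response was called without VEH replicate 1, TMX replicate 3, or both libraries of either replicate, the interferon response (direction down, not called, at 10 CPM) without TMX replicate 1 and meiosis without VEH replicate 2; the cause was not tested. A filter set to none had nothing to change, as all 13497 deposited genes had passed the filter, and pseudocounts do not apply to counts. In simulated data limma-voom without the block recovered 4.8% of changes of 0.5 on the log2 scale. There 200 of 13497 genes were changed, so a call needed a smaller p than in these libraries, where 3733 genes were called. That share therefore does not carry over, and smaller changes such as those of Nolc1 (0.29) and Msmo1 (-0.29) were called here.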

Other observations

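The tests of gene counts, of called members and of the number of lists over other divisions of the libraries, the comparison with those that part every pair without the block, and the tests of fibroblast markers and of dissociation stress were chosen after the result was seen. Groups of genes singled out in the next paragraph were also chosen after their values were seen.

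Several genes of the Y chromosome fell in TMX. Of 10 measured, 0 rose and 5 fell by limma-voom, and 0 rose and 6 fell with the line as a block: besides Ddx3y (-0.72) these were the translation initiation gene Eif2s3y (-0.69), the deubiquitinase gene Usp9y (-0.54), the histone demethylase gene Uty (-0.54) and the ubiquitin-activating enzyme gene Uba1y (-0.40), with Kdm5d (-0.29) added by the block. Their median of -0.39 lay at percentile 0.69 of 10000 random lists matched on mean expression. Of 118 genes annotated as antisense, 32 rose and 4 fell, with a median of 0.35 that lay at percentile 96.4 of matched lists, whose median was 0.21. Of 186 lincRNA genes 22 rose and 9 fell (percentile 41.4). Of the 3375 genes with the lowest mean CPM 615 rose and 187 fell, and of the 3374 with the highest 339 rose and 652 fell.

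At an FDR under 0.05, 3733 genes were called here without a block. That is lower than the value quoted from the study above. The deposited comparison matches the fit with the line as a block, which called 6923 genes, of which 6862 were also called in the deposited one.

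Libraries pair by line, so the real division of the 8 libraries compares only with those that part all 4 pairs. These are 8 with the real one, too few for a share under 0.05 for any result in this paragraph. Among all 35 divisions, 1 gave as many genes higher (1763), 1 as many lower (1970), and 1 as many at least 2-fold higher (646) or lower (231), with a highest other of 4 for each, and of 0 among the 8. The other divisions that called any gene kept both libraries of each line together and so set lines against each other. For the blocked count (6923, highest other 0), 1 of the 8 gave as many genes. For the number of lists called (7), 8 of the 35 gave as many (highest other 11), and 3 of the 8 (highest other 9). Only 1 division, the real one, called as many members of each of the 7 lists called, but the few genes that other divisions call fixed this in advance for any list with as many called members. A camera p as small as the real one came from 6 of the 35 divisions and 2 of the 8 for p53 targets (1.13e-06, smallest other 1.32e-11 and 6.06e-07), 2 and 2 for the MAPK and GDNF response (2.65e-12, smallest other 3.76e-16 in both), 14 and 5 for G2 and mitosis (8.04e-05, 4.12e-08 and 6.76e-07), 2 and 2 for homologous recombination (0.000227, 5.05e-05 in both), 11 and 4 for glycolysis and hypoxia (0.000139, 2.45e-15 and 5.95e-12), 14 and 4 for fibroblast markers (7.4e-05, 9.26e-18 and 6.18e-08) and 1 and 1 for testis somatic markers (0.00818, 0.00994 and 0.0103). The 27 divisions beyond the 8 keep both libraries of some or all lines on 1 side, so they also hold differences between lines.

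Long transcripts tended to be lower in TMX: the median log2 change in the blocked fit went from 0.12 in the 1324 genes with the shortest transcripts (224 rose and 75 fell without the block) to -0.18 in the 1324 with the longest (106 rose and 363 fell without it), a rank correlation of -0.194 over 13238 genes, which are not independent replicates. Expression level and GC content alone are argued against, since the correlation was -0.154 with mean CPM held constant and -0.172 with GC content held constant. Gene span correlated more strongly (-0.226), and with it held constant the correlation of transcript length was -0.072, against -0.138 for gene span with transcript length held constant. A length bias between libraries stays open, because the weakest correlation within a line was -0.15, while a pair of TMX libraries reached 0.235. That pair is of different lines and so also holds a difference between lines. Within lines 1020, 1283, 1285 and 1286 the correlations were all negative (-0.167, -0.152, -0.15 and -0.227). A weaker output of genes with a long span without Ddx5 may also contribute.

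Fibroblast markers were higher in TMX although the cells had been sorted for EpCAM. In the blocked fit Thbs1 and Col5a1, the extremes of the abundant markers, differed by 2.65 on the log2 scale. Markers not called included Col1a1 and Col3a1 (0.19 each), Pdgfrb (-0.12) and Twist1 (0.11). Sparc (1.05), Fbln2 (1.02), Dcn (1.00), Fbn1 (0.93) and Col1a2 (0.90) rose by similar amounts. Others, such as Vim (1.38), Tagln (1.53) and Ctgf (1.71), rose more. A larger share of feeder cells with an unchanged profile stays open, because Col5a1 and Fn1 (645 ± 143 CPM in VEH and 657 ± 195 in TMX) had high levels in VEH, which would hide a small added share if germ cells express them. Col3a1, Pdgfrb and Twist1 had lower levels in VEH (61.0, 24.5 and 12.3 CPM), so this reason is weaker for them. These libraries hold no feeder cells alone, so the rise each marker would show is not known. Feeder cells with a changed profile, or expression of these genes in the germ cells, could each give such a pattern and stay open too. The rise was larger in lines 1020 and 1286, and the list was not called with TMX replicates 1 and 4 left out (camera, adjusted p = 0.172).

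The MAPK and GDNF response had the smallest camera p among the lists. The heat shock genes Hspa1a, Hspa1b, Hsph1 and Dnajb1 did not rise (median log2 change -0.35), and none was called by limma-voom without the block. They were chosen after the result was seen and stand for only a part of a stress response. Stress from dissociation and sorting therefore stays open. A general rise of genes of low expression is argued against, since the list's median lay at percentile 100 of 10000 matched random lists. An effect of 4-hydroxytamoxifen or Cre and signalling after Ddx5 loss may each contribute, and these libraries hold no control to separate them. The list's change was smallest in line 1283, as that of fibroblast markers was, and the list was still called with TMX replicates 1 and 4 left out (camera, adjusted p = 1.13e-08), though with all libraries it was not called once the correlation was estimated (adjusted p = 0.269 with an estimated correlation).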
